A study of Mus musculus with 10 samples. Its data were reported in "Temporal and context-dependent requirements for the transcription factor Foxp3 expression in regulatory T cells" (2025).

How the data were processed

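Bulk RNA-seq libraries were made from T_reg cells of the spleen and lymph nodes of mice whose endogenous Foxp3 allele encodes Foxp3 fused to an auxin-inducible degron (AID). In R26-TIR1(F74G) mice the ROSA26 allele encodes TIR1(F74G), a mutated plant E3 ligase that, with the auxin analog 5-ph-IAA, targets the fusion protein for degradation. R26-WT mice lack TIR1 and keep the protein. Both groups received 5-ph-IAA for 14 days. The labels place 4 libraries in the R26-WT group and 6 in the R26-TIR1(F74G) group, and the groups share no replicate number. They state neither the sex nor the age of the mice. The study's methods describe a general sorting scheme by the ZsGreen reporter of the Foxp3 allele, and for cells with TIR1 also by the mCherry reporter of the ROSA26 allele. They do not state it for these libraries, and where it was used the sort gate differed together with the genotype. Per the labels, cDNA was amplified from small amounts of RNA of varied integrity, and no molecular identifiers are named. Copies made by PCR are not independent molecules, and counting error is a lower limit of the technical error.

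The deposited values were raw read-pair counts per gene name, one library per file, and had not been normalized by the authors. Per the file headers, the authors counted with featureCounts 2.1.1 against GENCODE release M30 (mouse build GRCm39), using primary alignments with both mates mapped to one chromosome and a mapping quality of at least 30. The study's methods name another featureCounts version, and STAR for alignment. The header gives no strand option, so the counts were taken as unstranded. With these options a read pair that overlaps several genes is left out, which lowers the count of overlapping genes and cannot separate antisense genes. Each file held the same 55809 gene rows, of which 2639 were named by an Ensembl identifier. All 37 mitochondrial gene rows held a count of 0 in all 10 libraries, so mitochondrial transcripts were not analysed here. Xist counts were from 0 to 7 and Ddx3y counts from 3926 to 10683, so every library had the pattern of a male mouse.

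Libraries held from 24158699 to 54795718 counted read pairs. The 4 R26-WT libraries had 51171204 ± 4394248 counts (SD, n = 4) and the 6 R26-TIR1(F74G) libraries 40328847 ± 8971751 (SD, n = 6), a difference with a two-sided p of 0.0476 in an exact permutation test over all 210 splits. Libraries of one group were compared pairwise before they were treated as replicates. The chi-square statistic per degree of freedom over genes lay between 10.3 and 246 in the 21 pairs, far above sampling noise, so no pair was taken as a library deposited more than once.

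Differential expression was tested in R 4.3.3 with DESeq2 1.42.0, which the study's methods name, on the 16363 genes with a mean count of at least 10 (two-sided Wald test, genotype as the only term, Benjamini-Hochberg adjusted p under 0.05). Of the other 39446 gene rows nothing was tested. DESeq2 gave no adjusted p for 6 of the tested genes. Normalized counts are counts divided by DESeq2 size factors. Gene lists were tested as sets with camera (limma 3.58.1, preset correlation of 0.01) on voom log2 CPM, and with fry beside it. The 6 genes of the Foxp3-activated list and the 7 of the Foxp3-repressed list are named in the study's text as genes that Foxp3 activates or represses, from their change after Foxp3 degradation. The Foxp3-activated list left out Foxp3, which was examined on its own, and Ctla4 and Tnfsf8, which that text also names, Tnfsf8 without a direction. In the study that choice rested on other experiments, as far as its text states. For Il2, Il4 and Il13 it reports cytokines secreted by T_reg cells stimulated in culture. Protein of Il2rb, Tnfrsf4, Tnfrsf18 and Izumo1r fell in resting cells only, and protein of Il7r and Tcf7 rose in resting cells. These libraries measure RNA and hold no separate resting and activated groups. The 8 cell state lists (resting T cell, activated Treg, proliferation, interferon response, TH1, TH2, TH17 and TFH) and lists for B cells, plasma cells, myeloid cells, CD8 and NK cells, erythroid cells, sex chromosomes, and stress and dissociation came from general knowledge. Distances between libraries were Euclidean over the 500 most variable genes of variance-stabilized counts, tested by an exact permutation over all 210 splits. The genes named below are Foxp3, the genes of both Foxp3 lists, and the 6 higher and 6 lower genes with the smallest adjusted p among genes with a symbol, a mean normalized count of at least 50 and no overlap between the normalized counts of the groups. Tests, lists, naming rule and the first group of alternatives listed below were fixed before the data were examined.

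The tests were run first on simulated counts for the 16363 genes of this comparison, in which 200 genes were changed by known amounts. With the spread between replicates drawn from each gene's own dispersion, DESeq2 recovered 144 of the 200 genes, and 50 of its 194 calls (25.8%) were unchanged genes. The edgeR quasi-likelihood test (edgeR 4.0.16) recovered 116, and 7 of its 123 calls (5.69%) were unchanged genes. With dispersions drawn from the trend over mean counts, the shares of unchanged genes among the calls were 11.3% for DESeq2 and 5.76% for edgeR. The second simulation was added after the first had been seen. DESeq2 exceeded the nominal share in both and edgeR slightly, so the edgeR count is given beside the DESeq2 count. Each simulation was a single draw with every gene drawn independently. Variation that genes share across libraries was thus left out, and the shares may be too low for the real data.

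The first group of alternatives held edgeR with TMM, limma voom with sample quality weights, TMM factors in DESeq2, other low-count filters, DESeq2 without independent filtering and Cook's cutoff, leaving out immunoglobulin and T cell receptor segments and sex chromosome markers, a minimum fold change, and leaving out each library in turn. A second group was added after the data were seen. It held the Foxp3-activated list with Foxp3 and Ctla4 added and with Tnfsf8 added as well, a surrogate variable (sva 3.50.0) as a covariate, and the removal from each library of a trend on gene length and GC content. The trend was fitted to log2 CPM (prior count 2) of genes with a mean count of at least 50, with a spline of 5 degrees of freedom for each property. GC content was taken for 15591 of the tested genes (95.3%) from a later GENCODE annotation of the same build, and the median was used for the rest. Coordinates are those of the files, 1-based. Transcripts of the named genes were searched for stretches of 50 bases shared with other genes. An intersection with the study's own lists of changed genes was not made here.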

Results

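RNA-seq counts were collected from T_reg cells of mice carrying the AID-Foxp3 allele after 14 days of 5-ph-IAA, the auxin analog that triggers degradation of the fusion protein where TIR1(F74G) is present. Foxp3 protein is depleted in the R26-TIR1(F74G) group (6 libraries) and kept in the R26-WT group (4 libraries). The comparison asks how far the transcriptome of T_reg cells differs when Foxp3 protein is lost for this period. The labels do not state the age of the mice. No library came from untreated mice, so effects of the TIR1 allele itself cannot be told from those of Foxp3 loss. In its single-cell data the study found genes that differed between the genotypes before treatment and removed them. Read-pair totals ranged from 24158699 in R26-TIR1(F74G) replicate 8 to 54795718 in R26-WT replicate 1, and 16363 genes had a mean count of at least 10.

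The degron acts on the protein, and the Foxp3 transcript was examined first. Foxp3 (chromosome X, 7439883 to 7461484, plus strand, GRCm39) had 8930 ± 2366 normalized counts in R26-WT (SD, n = 4) and 9401 ± 3415 in R26-TIR1(F74G) (SD, n = 6). The log2 fold change of 0.07 (SE 0.25) was smaller than the spread between replicates (DESeq2 adjusted p 0.99996). It changed sign without R26-WT replicate 3 (−0.034), without R26-WT replicate 4 (−0.016) and without R26-TIR1(F74G) replicate 7, the library with the highest Foxp3 value (16059 normalized counts), where it was −0.15. Other annotated genes overlap 31.5% of the exon bases of Foxp3, and read pairs shared with them were not counted.

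DESeq2 called 284 of the 16363 genes (1.74%) at an adjusted p under 0.05, of which 229 were higher and 55 lower in R26-TIR1(F74G). The count depended on the test. The edgeR quasi-likelihood test called 61 genes, 54 higher and 7 lower, and all 61 were among the 284. On simulated counts for these genes, up to 25.8% of DESeq2 calls and 5.76% of edgeR calls were unchanged genes. The simulation left out variation that genes share across libraries, so these shares are not error rates of the real calls. An absolute log2 fold change of at least 1 was reached by 144 of the higher and 12 of the lower DESeq2 calls. The median log2 fold change was 1.23 among the higher calls, −0.68 among the lower calls and 0.00063 over all tested genes. The normalized counts of the groups did not overlap for 225 of the 284 calls, and for 388 of all tested genes (2.37%), where 0.952% is the share that chance gives with 4 libraries against 6. In the 10 fits that each left out a library, from 281 to 284 of these genes passed the count filter again, and none of those changed sign. Between 46 and 109 of the 284 genes were not called in those fits, counting any that were not tested, with the highest loss without R26-WT replicate 4.

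Of the genes higher in R26-TIR1(F74G), the smallest adjusted p belonged to Egfr (chromosome 11, 16702203 to 16868158). Its normalized counts were 4.75 ± 3.33 in R26-WT (SD, n = 4), from 2 to 12 raw counts per library, and 91.8 ± 28.2 in R26-TIR1(F74G) (SD, n = 6), with a log2 fold change of 4.25 (SE 0.43, DESeq2 adjusted p 4.36e-19, edgeR adjusted p 0.00183). Rflnb (chromosome 11, 75910020 to 75918608) rose from 4421 ± 344 to 8213 ± 575 normalized counts (log2 fold change 0.89, SE 0.096, DESeq2 adjusted p 1.09e-16). Ncoa7 (chromosome 10, 30504995 to 30679322) rose from 14960 ± 2354 to 37038 ± 4691 (log2 fold change 1.31, SE 0.14, DESeq2 adjusted p 1.85e-16). Tcf19 (chromosome 17, 35823631 to 35827721) rose from 770.1 ± 44.2 to 1409 ± 115 (log2 fold change 0.87, SE 0.10, DESeq2 adjusted p 3.68e-14). Stmn1 (chromosome 4, 134195631 to 134201154) rose by 1.30 on the log2 scale and Gm11223 (chromosome 4, 69843867 to 69844316) by 1.23, with DESeq2 adjusted p-values of 1.31e-14 and 4.41e-13. Gm11223 is annotated as a transcribed processed pseudogene, and 87.5% of its stretches of 50 bases also occur in Stmn1 transcripts, so its count is uncertain. All 6 genes were also called by edgeR, and for each the 6 R26-TIR1(F74G) libraries lay above the 4 R26-WT libraries, as the naming rule requires.

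Of the genes lower in R26-TIR1(F74G), the smallest adjusted p belonged to Sdc4 (chromosome 2, 164266167 to 164285807). It fell from 577.7 ± 112 normalized counts in R26-WT (SD, n = 4) to 250.5 ± 56.9 in R26-TIR1(F74G) (SD, n = 6), a log2 fold change of −1.21 (SE 0.20, DESeq2 adjusted p 3.37e-07). Tent5a (chromosome 9, 85202492 to 85209401) fell from 1621 ± 193 to 875.5 ± 143 (log2 fold change −0.89, SE 0.15, DESeq2 adjusted p 1.81e-06), and Irs2 (chromosome 8, 11034681 to 11058458) from 6251 ± 296 to 4109 ± 438 (log2 fold change −0.61, SE 0.11, DESeq2 adjusted p 8.44e-06). The log2 fold changes of Gm16083 (chromosome 1, 130390313 to 130484812), Rgs2 (chromosome 1, 143875076 to 143879899) and Plat (chromosome 8, 23247743 to 23272860) were −0.82, −0.67 and −1.38, with DESeq2 adjusted p-values of 2.10e-05, 5.42e-05 and 1.50e-04. Gm16083 is a long noncoding RNA gene with exons opposite those of Cd55, which overlaps 3.09% of its exon bases. Without strand information its reads cannot be fully told from those of Cd55. All 6 lower genes were called by edgeR as well, with adjusted p-values from 0.0161 to 0.0430.

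**Figure D1:**
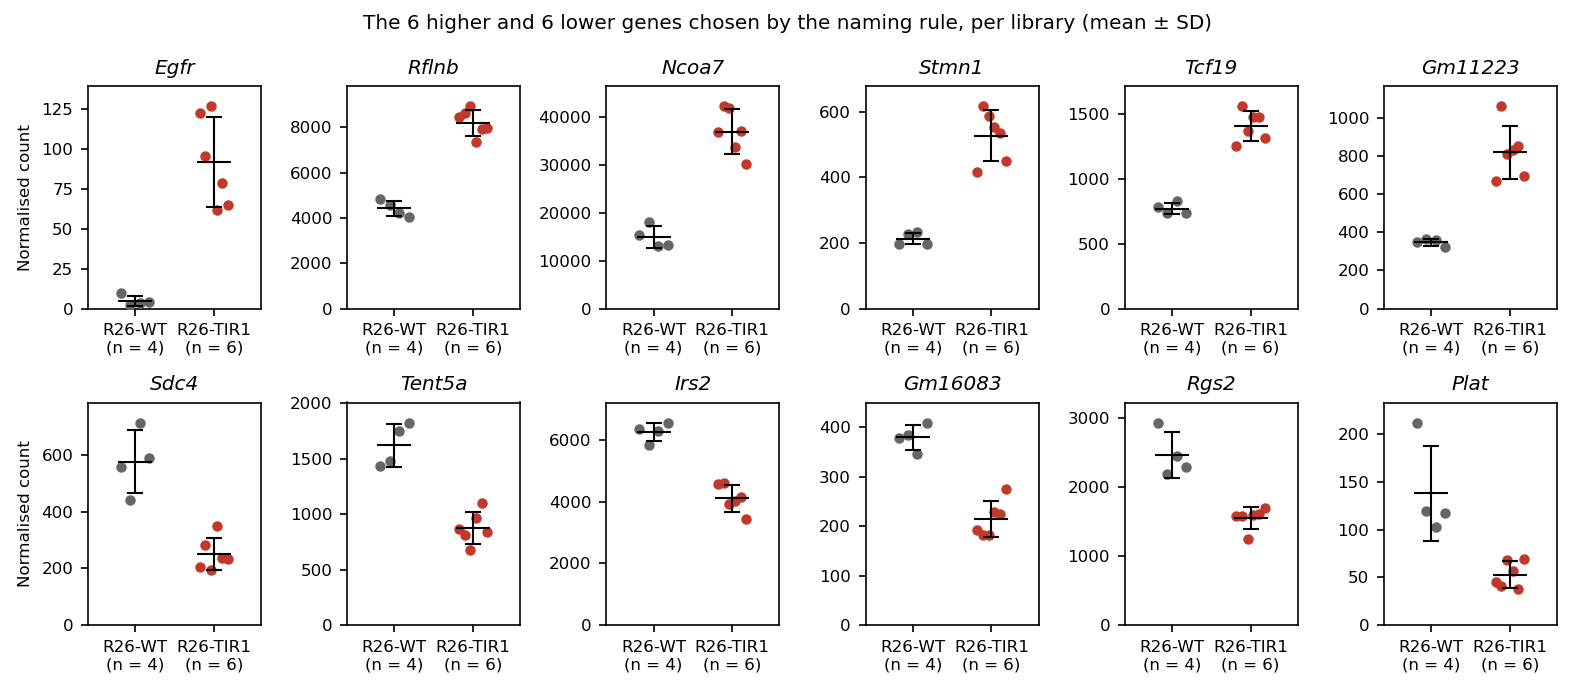
Normalized counts (DESeq2, linear axes from 0) of the 6 higher genes in the upper row and the 6 lower genes in the lower row, with a point per library and bars for mean ± SD of R26-WT (n = 4) and R26-TIR1(F74G) (n = 6). The groups do not overlap in any panel, and Egfr has 4.75 normalized counts on average in R26-WT against 91.8 in R26-TIR1(F74G).

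The next comparison asked whether 6 genes that the study's text names as activated by Foxp3 were lower at this time point. In the Foxp3-activated list (Il2ra, Il2rb, Lrrc32, Tnfrsf4, Tnfrsf18 and Izumo1r) the median log2 fold change was −0.30, with 5 of the 6 genes lower. None of the 6 was called over all genes, 0 were called when adjusted over the list alone, and 3 had an unadjusted p under 0.05. These were Tnfrsf18 with a log2 fold change of −0.42 (SE 0.19, with 27.2% of its exon bases overlapped by an opposite-strand gene), Tnfrsf4 with −0.35 (SE 0.16) and Izumo1r with −0.30 (SE 0.15). Their smallest DESeq2 adjusted p was 0.541 over all genes and 0.0748 when adjusted over the list alone. The values of Il2ra and Il2rb were −0.29 (SE 0.20) and −0.11 (SE 0.17), and Lrrc32 was at 0.21 (SE 0.26). As a set the list was lower (camera p 0.00481, adjusted over both Foxp3 lists 0.00481, fry adjusted p 0.00190, camera with estimated correlation adjusted p 0.0202). The mean log2 CPM of the list was 8.87 ± 0.057 in R26-WT (SD, n = 4) and 8.67 ± 0.079 in R26-TIR1(F74G) (SD, n = 6). Longer lists were tried only after the data were seen. With Foxp3 and Ctla4 (log2 fold change −0.31, SE 0.13, DESeq2 adjusted p 0.448) added, the set of 8 genes was again lower (median −0.30, camera p 0.00185, fry p 0.00532). Tnfsf8, which the text names as sensitive to Foxp3 degradation without giving a direction, was called higher (log2 fold change 0.82, SE 0.15, DESeq2 adjusted p 8.07e-06). With Tnfsf8 added as well, the set of 9 genes was not lower past the threshold (median −0.29, camera p 0.101, fry p 0.271). In the fit with a surrogate variable, an alternative added after the data were seen, 4 of the 6 genes were called (Il2ra, Tnfrsf4, Tnfrsf18 and Izumo1r).

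In the Foxp3-repressed list 6 of the 7 genes were tested, because Il13 had a count of 1 in 2 of the R26-TIR1(F74G) libraries and 0 in the rest. The median log2 fold change was 0.39. DESeq2 called 3 genes higher over all genes, and 3 were called when adjusted over the list alone. Il4 (chromosome 11, 53493809 to 53509496) rose from 11.0 ± 4.01 normalized counts in R26-WT (SD, n = 4) to 149.2 ± 109 in R26-TIR1(F74G) (SD, n = 6), a log2 fold change of 3.76 (SE 0.46, DESeq2 adjusted p 6.35e-13, edgeR adjusted p 0.0109). Id2 (chromosome 12, 25143798 to 25147139) rose from 2833 ± 221 to 5368 ± 1320 (log2 fold change 0.92, SE 0.17, DESeq2 adjusted p 3.71e-05). Tcf7 (chromosome 11, 52143198 to 52174158) rose from 57875 ± 7140 to 77714 ± 7248 (log2 fold change 0.43, SE 0.12, DESeq2 adjusted p 0.0257), and this call was lost with edgeR (adjusted p 0.121) and in 7 of the 10 fits that left out a library. Il7r (−0.0047, SE 0.29), Sox4 (−0.029, SE 0.15) and Il2 (0.36, SE 0.54) differed by less than the spread between replicates. For Il2, Il4 and Il13 the study's text reports secreted protein of stimulated cells, which these RNA values do not test. As a set the list was higher (camera p 1.82e-05, adjusted 3.63e-05, fry adjusted p 0.00267, camera with estimated correlation adjusted p 0.0165).

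**Figure D2:**
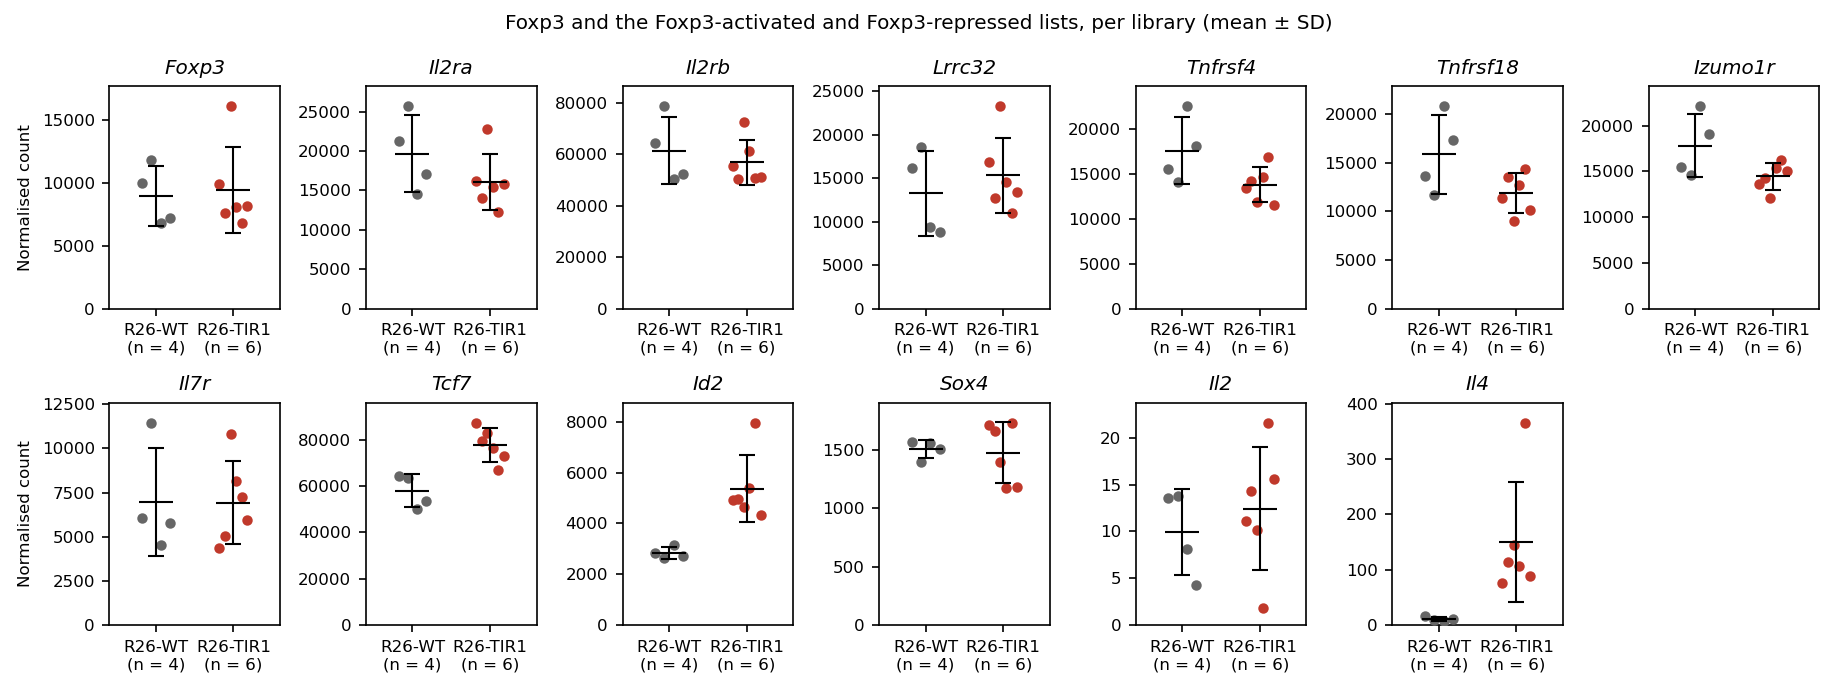
Normalized counts (DESeq2, linear axes from 0) of Foxp3, the 6 genes of the Foxp3-activated list and the 6 tested genes of the Foxp3-repressed list, with a point per library and bars for mean ± SD of R26-WT (n = 4) and R26-TIR1(F74G) (n = 6). Foxp3 overlaps between the groups, while Id2, Il4 and Tcf7 lie higher in every R26-TIR1(F74G) library.

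Cell state was compared with 8 lists. The proliferation list was higher in R26-TIR1(F74G) (camera adjusted p 2.22e-31, fry adjusted p 0.00284, camera with estimated correlation adjusted p 0.0161). Its median log2 fold change was 1.54, 17 of its 18 genes were higher, and DESeq2 called 14 of them over all genes and 17 when adjusted over the list alone. The mean log2 CPM of its genes was 2.57 ± 0.51 in R26-WT (SD, n = 4) and 3.88 ± 0.32 in R26-TIR1(F74G) (SD, n = 6), and all 6 R26-TIR1(F74G) libraries lay above the 4 R26-WT libraries. No other cell state list passed an adjusted p of 0.05 in this test. The nearest was the TH2 list (median log2 fold change 0.62, camera adjusted p 0.0524), of which DESeq2 called Il4 alone over all genes and 4 genes when adjusted over the list alone. The camera adjusted p was 0.3002 for the resting T cell list, for an upward shift although its median log2 fold change was −0.0078. It was 0.583 for the activated Treg list (median 0.15), 0.351 for the interferon response list (0.12) and 0.583 for the TH1 list (−0.032). For the TH17 list it was 0.659 (median 0.20, with 5 of 10 genes tested). For the TFH list it was 0.3002 (median 0.12, with 2 calls over all genes and 4 when adjusted over the list alone). The lists are not independent, since genes also in another list numbered 5 in the activated Treg list, 4 each in the TH2 and Foxp3-repressed lists, 3 in the TFH list, 2 in the resting T cell list and 1 each in the TH1 and TH17 lists.

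**Figure D3:**
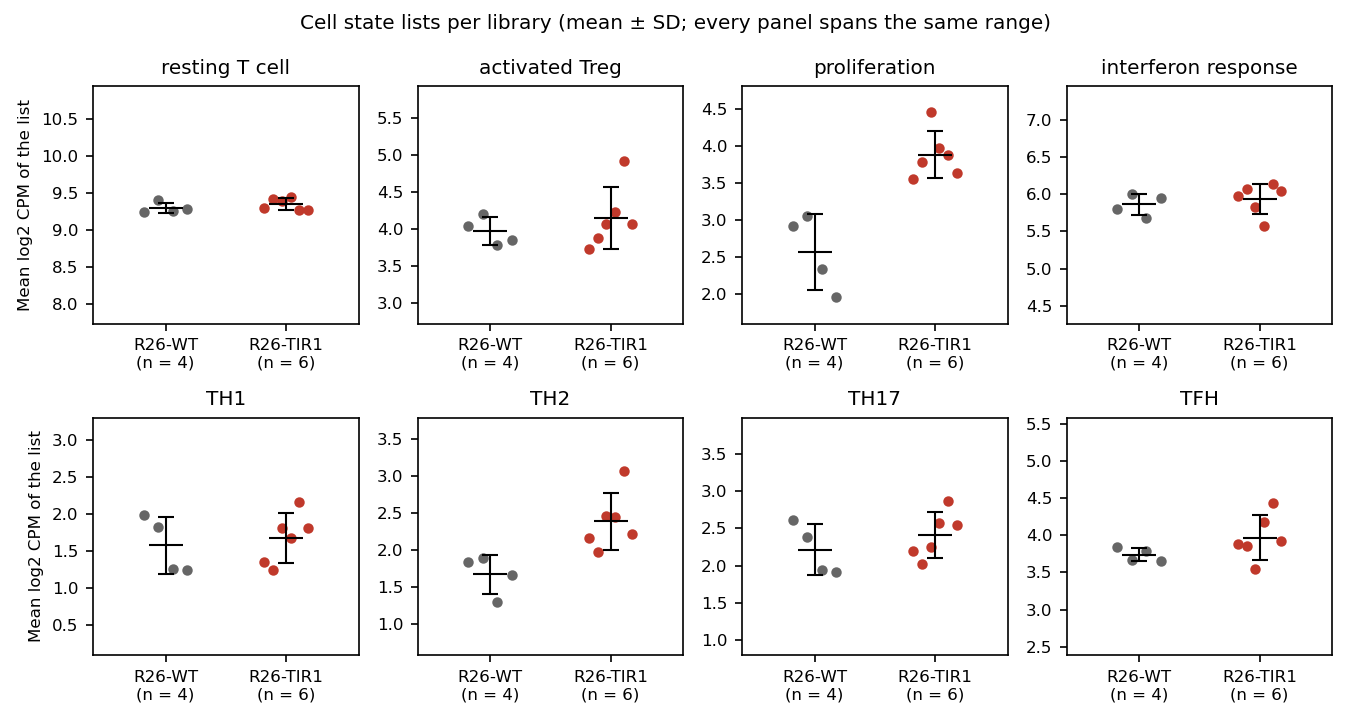
Mean log2 CPM (voom) of the tested genes of each cell state list, with a point per library and bars for mean ± SD of R26-WT (n = 4) and R26-TIR1(F74G) (n = 6). Every vertical axis spans the same log2 range, and the groups are apart in the proliferation panel (2.57 against 3.88 on average) and in the TH2 panel (1.67 against 2.39).

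Distances between whole libraries separated the groups weakly. Over the 500 most variable genes, the mean distance between libraries of different groups was 22.2 and within groups 19.6. As large a difference arose in 24 of the 210 splits (exact permutation test, one-sided, p 0.114). The first principal component held 60.5% of the variance of these genes and did not part the groups. The second held 20.3% and parted them, with scores from 4.28 to 9.49 in the 4 R26-WT libraries and from −14.87 to 2.45 in the 6 R26-TIR1(F74G) libraries. With the trend on gene length and GC content removed from each library, an alternative added after the data were seen, the exact permutation p was 0.0238.

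**Figure D4:**
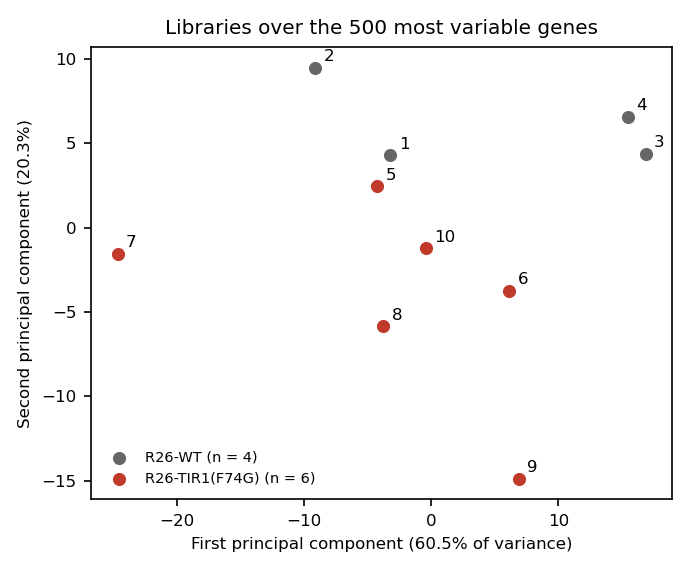
First and second principal components of the 500 most variable genes (variance-stabilized counts), with a point per library labelled by its replicate number, R26-WT (n = 4) and R26-TIR1(F74G) (n = 6). R26-WT replicates 3 and 4 lie at one end of the first component (60.5% of the variance) and R26-TIR1(F74G) replicate 7 at the other, while the groups lie apart on the second component (20.3%).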

Values the study reported

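From single-cell RNA-seq of mature T_reg cells after shorter treatment, the study reported 32 genes that rose and 38 that fell after Foxp3 degradation in resting or activated cells. Foxp3 itself was among those that fell.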

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

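Of the tests in this part, those of the CD8 and NK cell list and of the activated Treg list in a single library were chosen only after the result was seen. The spread of the gaps was also added then (95% intervals over 500 resamples, with the trend refitted on resampled genes and the counts redrawn as Poisson, a lower limit of the error). The verdicts on the trend that rest on these intervals replace earlier ones that went by the gap alone. In 74 groups of values (total counts, named genes and list means), 5 had a library far from the others of its group, where chance gives about 3.7.

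Foxp3 had 16059 normalized counts in R26-TIR1(F74G) replicate 7, against 6778 to 9851 in the other 5 libraries of the group. This library also lies at the end of the first principal component where long transcripts have high counts. Removal of each library's trend on gene length and GC content lowered the value to 14068, against 7446 to 9259 in the others. The gap to the nearest library was 0.669 of the group's range before and 0.726 after, with the 95% interval of the latter (0.685 to 0.767) above the critical value for 6 libraries, which argues against that trend as the whole cause. The library's total of 47473362 counts was within the range of the others, and its raw Foxp3 count of 17345 leaves little counting error. A biological difference between the mice was not tested. The log2 fold change of Foxp3 without this library was −0.15, again not called.

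Il4 and Id2 were both highest in R26-TIR1(F74G) replicate 9. Il4 had 365.6 normalized counts there (338 raw counts) against 75.9 to 144.4 in the other 5 libraries, and Id2 had 7962 against 4337 to 5398. After the trend on gene length and GC content was removed, the gap over the range fell from 0.763 to 0.563 for Il4 (95% interval 0.393 to 0.698) and from 0.707 to 0.639 for Id2 (0.562 to 0.698). Both intervals hold the critical value for 6 libraries, so the test does not decide whether the trend is the cause. Reads from CD8 or NK cells, which carry much Id2, were examined with the CD8 and NK cell list. Its mean in this library was −0.54 (log2 CPM) relative to the highest of the other R26-TIR1(F74G) libraries, so the library does not stand out on that list. Several tested genes of the list had few counts (mean normalized counts of 12.5 for Cd8a, 11.5 for Klrb1c and 12.5 for Klrd1). The highest NK cell transcript in any library had 46.5 normalized counts (Klrb1c), a level examined only after the result was seen. That is far below the gap in Id2 and argues against reads from NK cells as its cause. Cd8b1 had a mean of 1350 normalized counts although Cd8a had 12.5, so the list cannot exclude reads from CD8 T cells. The activated Treg list was higher in this library than in every other R26-TIR1(F74G) library, by 0.69 on the log2 scale. A larger share of activated cells in this mouse is a candidate explanation, found and tested on the same data. Without this library the log2 fold change was 3.26 for Il4 and 0.78 for Id2, and both genes stayed called there and in the other 9 fits without a library.

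Rgs2 was lowest in R26-TIR1(F74G) replicate 7, with 1249 normalized counts against 1586 to 1700 in the rest of the group. After removal of the trend the gap over the range fell from 0.747 to 0.668 (95% interval 0.321 to 0.785), which does not decide either. Plat was highest in R26-WT replicate 1, with 211.8 normalized counts against 102.5 to 119.0. After removal of the trend the gap over the range fell from 0.849 to 0.732 (95% interval 0.417 to 0.920), an interval that holds the critical value for 4 libraries, so this stays open too. No biological explanation was tested for either gene. Both genes kept their sign and their call in each of the 10 fits without a library.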

How the results depend on the processing

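The removal of a trend on gene length and GC content, the surrogate variable and the longer Foxp3-activated lists were chosen only after the data were seen. A fit with the sex of the mouse as a covariate was not run, because every library had the pattern of a male mouse. No paired analysis was possible because the groups share no replicate number.

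The number of genes called fell most with the choice of test and rose most with a surrogate variable. Against 284 genes with DESeq2 (229 higher, 55 lower), edgeR called 61 (54 higher, 7 lower) and limma voom with quality weights 80 (69 higher, 11 lower), and all of these were among the 284. Both allow for uncertainty in each gene's spread, and in the simulation edgeR called fewer unchanged genes, but the cause of the difference in these data was not tested. A minimum absolute log2 fold change of 1 left 156 calls (144 higher, 12 lower), by construction. With the trend on gene length and GC content removed, DESeq2 called 401 genes (295 higher, 106 lower), of which 266 were among the 284, and edgeR called 111 (95 higher, 16 lower). A surrogate variable in DESeq2 raised the count to 743 (468 higher, 275 lower), of which 278 were among the 284, and moved the share of higher calls from 80.6% to 63.0%. TMM factors in DESeq2, both other filters, DESeq2 without independent filtering and Cook's cutoff, and leaving out receptor segments and sex markers gave between 274 and 284 calls.

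Across the 10 fits that each left out a library, the number of genes called ranged from 187 to 346, of genes higher from 158 to 258 and of genes lower from 26 to 88. The lowest count of calls came without R26-WT replicate 4 and the lowest count of lower genes without R26-WT replicate 3, while the highest counts came without R26-WT replicate 2. At least 280 of the 284 genes were tested in each of these fits and of the other alternatives, and none of the genes tested changed sign.

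The Foxp3 log2 fold change was not called under any alternative. It was −0.096 with a surrogate variable and ranged from −0.15 to 0.24 in the fits without a library, negative without R26-WT replicate 3, R26-WT replicate 4 or R26-TIR1(F74G) replicate 7. The medians of the Foxp3-activated and Foxp3-repressed lists kept their direction under all alternatives (−0.31 to −0.20 and 0.25 to 0.52 in the fits without a library). Their camera p stayed under 0.05 in each fit for which that test was rerun, which leaves out edgeR, voom, TMM factors, the filters switched off and the surrogate variable. With Foxp3 and Ctla4 added, the Foxp3-activated list was again lower (median −0.30, camera p 0.00185). It did not pass the threshold with Tnfsf8 added as well (median −0.29, camera p 0.101), a gene called higher here and named in the study's text without a direction. Values near 0 changed sign in fits without a library. Il7r ranged from −0.18 to 0.35, Sox4 from −0.077 to 0.029 and Il2rb from −0.19 to 0.034, none of them called. Of the other named genes, 15 calls changed, 11 weaker and 4 stronger. The weaker ones were Tcf7 in 10 fits, 7 of them without a library, and Irs2 with edgeR after removal of the trend. The stronger ones were Il2ra, Tnfrsf4, Tnfrsf18 and Izumo1r with a surrogate variable.

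For the cell state lists, the proliferation list passed the threshold in each alternative run for it. The TH2 list passed it after removal of the trend (camera adjusted p 0.00658), and its adjusted p ranged from 0.0130 to 0.186 across the fits without a library, passing without R26-TIR1(F74G) replicate 5, 6, 7 or 10, but it did not pass with fry (0.387) or an estimated correlation (0.672). The adjusted p of the interferon response list ranged from 0.0364 to 0.895 in the fits without a library, lowest without R26-TIR1(F74G) replicate 8, and that of the TFH list from 0.0446 to 0.680, lowest without R26-TIR1(F74G) replicate 7. The direction of the TH1 list reversed without R26-WT replicate 1 (adjusted p 0.0586 to 0.923 over the 10 fits), of the TH17 list without R26-WT replicate 3, R26-WT replicate 4 or R26-TIR1(F74G) replicate 9 (0.358 to 0.895), and of the activated Treg list without R26-TIR1(F74G) replicate 9 (0.239 to 0.895), with no call in these fits. The cause was not tested. The difference in distance was 2.76 after removal of the trend (exact permutation p 0.0238), against 2.58 (p 0.114), and the other alternatives gave p-values from 0.129 to 0.219.

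Depth limited the low genes. Egfr and Il4 rest on 2 to 12 and 9 to 21 raw counts per R26-WT library, so the size of their fold changes is less certain than their direction.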

Other observations

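Of the tests in this part, those of the length trend and the total count behind the first principal component, of the heat shock genes, and of the levels of B cell, myeloid and NK cell transcripts, were chosen only after the result was seen. The verdicts on reads from other cell types, first based on the lists alone, were changed after their values were seen.

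The first principal component is the largest source of variation in these libraries and does not follow genotype. Across 12666 genes, which are not independent replicates, the within-group loading on it had a Spearman correlation of −0.60 with log2 gene length and 0.032 with GC content. Long transcripts were high in R26-TIR1(F74G) replicate 7 and R26-WT replicate 2, and low in R26-WT replicates 3 and 4. A slope of log2 CPM on log2 length ranged from −0.137 per doubling of length in R26-WT replicate 3 to 0.168 in R26-TIR1(F74G) replicate 7. The slopes did not differ between groups (−0.019 ± 0.121 in R26-WT, SD, n = 4, and 0.013 ± 0.092 in R26-TIR1(F74G), SD, n = 6, exact permutation p 0.648, two-sided). The component did not follow the total count over the 10 libraries (Pearson r 0.20, permutation p 0.557, Spearman rho 0.36, permutation p 0.314, Pearson r 0.29 without the 2 libraries farthest from the median total). Removal of the trend on gene length and GC content lowered the summed variance of the 500 genes by 45.3%, short of the more than 50% set for the test. Uneven RNA integrity between libraries, with low-input cDNA synthesis favoring short or intact transcripts, may cause part of this component. A biological difference between mice in the rest cannot be told apart from it, since RNA integrity per library was not analysed here.

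This component bears on the count of calls. Of 100 splits of the 10 libraries into 4 and 6, 5 gave as many calls as the real one, which was among them, 5 gave as many higher calls and 6 as many lower calls. The median of the other splits was 0 calls, but the highest reached 4528, for the split that sets R26-WT replicates 1 and 2 with R26-TIR1(F74G) replicates 7 and 8. The other splits with more calls set apart R26-WT replicate 2 with R26-TIR1(F74G) replicates 5, 7 and 8 (3878), R26-WT replicate 2 with R26-TIR1(F74G) replicates 5, 7 and 10 (3647), and R26-WT replicates 3 and 4 with R26-TIR1(F74G) replicates 8 and 9 (2525). The first 3 of these 4 sets hold libraries from the same side of the first component. After removal of the trend, chosen after the data were seen, again 5 of 100 splits gave as many calls as the real one (401), and the highest gave 3224, so the length trend alone does not account for these splits. With edgeR, 2 of 100 splits gave as many calls as the real one (61), which was among them. The split that sets R26-WT replicates 1 and 2 with R26-TIR1(F74G) replicates 7 and 8 gave 2968 edgeR calls, so a hidden grouping can exceed that count too. The total count of DESeq2 calls is therefore not outside what grouping by a hidden factor can give. By contrast, only the real split of the 100 reached its proliferation median (1 of 100, with 1.18 the highest of the others) and the median of the 6 genes of the Foxp3-activated list (1 of 100), which was −0.29 after removal of the trend, so that the trend does not account for it. For the Foxp3-repressed median 5 of 100 splits were as large.

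Technical explanations of the calls as a set were tested further. After every library was thinned to the smallest total, 83.1% of the 284 calls were called again and all kept their sign, which argues against the lower depth of the R26-TIR1(F74G) libraries. After removal of the trend on gene length and GC content 93.7% were called again. Within 5 Mb of Gt(ROSA)26Sor (chromosome 6, 113043843 to 113054294), where the TIR1 allele was inserted, 1 of 76 tested genes was called (Fisher's exact p 1, two-sided), so linked sequence does not explain the set. Reads from other cell types were judged by the level of transcripts that are abundant in those cells and scarce in T cells, a test added after the list values were seen. The highest value in any library was 49.5 normalized counts for B cells (Igkc, of Igkc and Ms4a1), 26.7 for myeloid cells (Lyz2, of Lyz2, Tyrobp, Fcer1g, S100a8, S100a9 and Csf1r) and 46.5 for NK cells (Klrb1c, of Gzma, Klrb1c, Klrd1, Ncr1, Klra8 and Klre1). The mean normalized count changed by more than that for 82.1% of the higher and 83.6% of the lower calls in the case of B cells, and for 90.8% (myeloid cells) and 82.7% (NK cells) of all calls. These levels argue against such reads as the cause of the calls as a set, and calls with smaller changes stay open. The B cell list was lower (median log2 fold change −0.37, camera adjusted p 0.00152, fry adjusted p 0.0856, 8 of 14 genes tested), with Ighm called lower (18489 normalized counts, log2 fold change −0.54, DESeq2 adjusted p 0.0137) and Cd22 alone called higher. The myeloid list (median −0.15, camera adjusted p 0.404, 5 of 14 tested) has members that go both ways. So has the CD8 and NK cell list (median −0.064, 7 of 10 tested, Eomes alone called), which camera took as shifted upward (adjusted p 0.486). Reads from CD8 T cells stay open. The plasma cell (median 0.89, 3 of 10 tested), erythroid (−0.89, 1 of 10 tested) and sex chromosome (0.082, 4 of 6 tested) lists had camera adjusted p-values of 0.220, 0.220 and 0.404. A sort gate on mCherry, which R26-WT cells lack, would be confounded with genotype and stays open. Effects of the TIR1 allele apart from Foxp3 loss stay open too, without untreated libraries.

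The proliferation list was the clearest difference in cell state. Its median log2 fold change was 1.58 after thinning and 1.53 after removal of the trend on gene length and GC content, so neither depth nor that trend accounts for it. The 215 higher calls outside the list followed the list's mean within groups, with a median correlation across the 10 libraries of 0.43. The median over 10000 random sets of like expression was −0.061 and the highest 0.245. These sets were not matched on gene length, so shared length effects within groups were not excluded. A larger share of cycling cells in the R26-TIR1(F74G) libraries may thus underlie part of the higher calls. The correlation was above 0.6 for 35.3% of these genes and 21.8% of other tested genes, and it was low for Egfr (0.14), Tcf19 (0.061) and Id2 (−0.081), which that share need not explain. Whether more cells cycled as a consequence of Foxp3 loss, or the sort took in more of them, cannot be decided from these libraries. In other experiments the study used heterozygous females, to keep out possible effects of mild inflammation in hemizygous males. These libraries have the male pattern, so an indirect effect of that kind stays open as well.

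Stmn1 and its processed pseudogene Gm11223 rose together. Reads may be shared between them, since 87.5% of the 50-base stretches of Gm11223 occur in Stmn1 transcripts. Whether reads were in fact shared was not measured, so it stays open whether both genes carry the same signal.

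The stress and dissociation list was lower in R26-TIR1(F74G) (camera adjusted p 0.00152, fry adjusted p 0.0856, median log2 fold change −0.16), with Fos, Jun and Junb called lower by DESeq2. Its 5 heat shock genes had a median of −0.016 (from −0.053 to 0.745) and its other 10 genes −0.45. Of these 10, 8 were lower, while Egr1 (log2 fold change 0.063, SE 0.10) and Atf3 (1.19, SE 0.61) were not. A difference in handling before lysis may lower most early response genes of the list without the heat shock genes. Weaker stimulation of the cells may do so as well, and the design confounds both with genotype. Of 100 splits, 27 gave a list median as large, so the shift of the list as a whole is within what other groupings give.

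The number of genes higher here was 229 with DESeq2 and 54 with edgeR. Both are higher than the value quoted from the study above, which came from single cells of heterozygous females after shorter treatment. There, resting and activated cells were tested apart, and genes that differed between genotypes before treatment were removed first. The libraries here have the pattern of male mice. The counts are therefore not like for like, and which is higher has no biological reading. The number of genes lower here was 55 with DESeq2 and 7 with edgeR. The former is higher and the latter lower than the value quoted from the study above. The DESeq2 count of lower genes ranged from 26 to 88 in the fits without a library, on both sides of that value. The direction of this comparison thus depends on the libraries kept.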
